A study of Mus musculus with 18 samples. Its data were reported in "Refractoriness of STING therapy is relieved by AKT inhibitor through effective vascular disruption in tumour" (2021).

How the data were processed

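The series comprised bulk RNA sequencing (RNA-seq) libraries of endothelial cells (ECs), the cells that line blood vessels, sorted from female mice of the FVB strain. ECs came from the mammary fat pad of wild-type mice, from spontaneous tumours of MMTV-PyMT mice and from implanted tumours. MMTV-PyMT mice carry a viral oncogene that is active in the mammary epithelium and develop breast tumours on their own. Implanted tumours were grown from cultured tumour cells of such mice that were placed in the fat pad of FVB mice. Each tissue received either phosphate-buffered saline (PBS) or cGAMP, a cyclic dinucleotide that activates the DNA-sensing protein STING, and was collected 3 hours after the injection. The 6 groups held 3 libraries each, 18 in all. A figure legend of the study gives 3 mice for each group and 3 independent experiments, and which libraries belong to which experiment was not stated.

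According to the methods of the study, dissociated tissue was enriched with CD31 beads and live CD45-negative, CD31-positive cells were sorted by flow cytometry. Libraries were made with a directional kit (NEBNext Ultra II) and sequenced as paired-end reads on a NextSeq instrument. Reads were checked with FastQC, aligned to the mouse genome (mm10) with STAR 2.7 and counted per gene with HTSeq-count 0.6.1. Whether the counting used the strand was not stated. Genes with near-identical relatives (members of the Ifit, Serpina3, casein and H2 families, for example) and genes that overlap another gene are therefore uncertain, because the counting can split or drop their reads. The study used the web tool iDEP and gene set enrichment analysis on public gene set collections. Those collections were not used here, and short gene lists took their place.

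The authors deposited 1 table of FPKM values (fragments per kilobase of gene length, scaled for library size), with 16248 genes and 18 columns, and how FPKM were made from the counts was not stated. Of the 18 columns, 12 name the tumour type and the treatment. The other 6 carry only the treatment and a number, and were taken as the normal fat pad because no other tissue was left. Columns with no matched sample numbered 0. Values at 0 numbered 0, with FPKM from 0.00454 to 54098, so only genes detected in all 18 libraries were listed. Genes outside the table, among them Ifnb1 and Ifng, were not analysed here. A spreadsheet had turned 19 gene names into dates, 2 of which occurred 2 times.

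Within a gene, the FPKM values of the libraries were whole multiples of 1 step, which gave back whole reads for 16186 genes (99.62%), and for 16244 genes (99.98%) once gene lengths were used as well. Only 4 genes had no recovered reads. The lengths that the steps imply equalled the summed exon length of GENCODE M21 for 15718 of 15956 genes (98.51%), which is an annotation of mm10 (GRCm38). Coordinates are from GENCODE M21 and count from 1. Recovered reads per library ranged from 9093645 to 12098371, a 1.33-fold range. The denominators of the FPKM values were not the read totals. They equalled median-of-ratios size factors times a constant, with a largest deviation of 0.011%, so the values carry a scaling to a common median gene. Denominators ranged from 0.74 to 1.16 times the recovered reads and lay below them in 6 libraries. A single read on a gene of 1 kb was worth 0.0753 to 0.1196 FPKM. Reads were counted without molecular identifiers, so read counts cover counting error only.

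Each pair of replicates was checked for a library listed more than once with a chi-square test of recovered reads, over genes with at least 10 reads in the pair. All 18 pairs differed by more than sampling noise, with a chi-square per gene from 4.07 to 31.29, and each library was counted as 1 replicate. The highest value belonged to implanted cGAMP 1 against implanted cGAMP 2.

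Genes with an FPKM of at least 1 in at least 3 of the 18 libraries were tested (13983 genes, with 2265 below the filter). Values were transformed to log2(FPKM + 1), and fold changes are on that scale, which understates the change of genes with low values. A linear model with 1 mean per group was fitted over all 18 libraries with limma 3.58.1 (lmFit, contrasts.fit and eBayes with a trend, 2-sided) in R 4.3.3. There were 9 comparisons. They were cGAMP against PBS in each tissue, the difference of that effect between each pair of tissues, and each pair of tissues under PBS. P-values were adjusted over all tested genes with the Benjamini-Hochberg method. A gene is called when its adjusted p-value was under 0.05 and its log2 change at least 1 (2-fold) either way. Principal components were computed on the centred values of the tested genes, and positions are given in percent of the range over the 18 libraries.

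The 9 gene lists held 95 entries, and Icam1 was an entry of both the stalk-like EC list and the NF-kB targets. The lists were interferon response, pro-apoptotic, tip-like EC, proliferative EC, stalk-like EC, arterial EC, angiogenesis, NF-kB targets and PI3K-AKT-mTOR components. The study named the interferon genes and the EC subtype genes from its single-cell data, displayed the EC subtype and angiogenesis genes in these libraries, and picked the pro-apoptotic genes from these libraries. The NF-kB and PI3K-AKT-mTOR lists were put together from general knowledge of the pathways. Each list was tested in each comparison with camera in limma, with an inter-gene correlation preset to 0.01, and the 81 p-values were adjusted together. The value of a list is the median log2 change of its genes. Marker lists of cell types (endothelial, leukocyte, epithelial, mesenchymal, adipocyte, lymphatic and erythroid) and lists for dissociation stress, circadian time and sex were described without a test.

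The rule for the genes named in the text covered the genes of the lists and 6 genes of the pathway (Tmem173, which encodes STING, Tnf, Ifnb1, Ifng, Tnfrsf1a and Casp9). It added, for each treatment comparison and each comparison under PBS, the 5 called genes with the largest rise and the 5 with the largest fall whose 3 values in 1 group all lay above the 3 in the other. For the difference in the cGAMP effect between implanted and MMTV-PyMT ECs it added the 3 largest in each direction. Genes with provisional names were skipped. The values of 1 gene of the lists are not reported here.

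Groups, tests, limits, lists, the naming rule and most alternatives were fixed before the data were examined. The alternatives among them were a pseudocount of 0.1, no filter on low values, a mean FPKM of at least 5, upper-quartile scaling, quantile normalization, a fit on only the groups compared, the replicate number as a block, other limits for a call, the rotation test fry, camera with an estimated correlation, and leaving out each library in turn. A further 4 were added after the data were seen, namely limma with voom weights on the recovered reads, scaling by total reads, removal of each library's trend with GC content (lowess, span 0.3) and thinning of the reads to a common depth.

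The model was tested on simulated reads of 13979 genes with known changes in about 200 of them per run. At a 2-fold change, 146 of 199 changed genes (73.4%) passed the adjusted threshold for a treatment comparison and 152 of 198 (76.8%) for a comparison under PBS. At a 3-fold change these were 180 of 198 (90.9%) and 182 of 198 (91.9%). False calls were 2.7 to 6.7% of the calls, and 0 genes passed in the wrong direction. The changed list passed in each of the 4 runs, and 0 of 72 other list tests passed in each run. The spread was drawn for each gene on its own, so the simulated lists held no correlation between genes. The runs therefore cannot show how often lists of correlated genes pass falsely. Data handling and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.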

Results

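To ask how ECs of different breast tissues respond to a STING agonist, bulk RNA-seq was carried out on sorted ECs of the normal mammary fat pad, of MMTV-PyMT spontaneous tumours and of implanted tumours, each collected 3 hours after injection of PBS or cGAMP. There were 6 groups with 3 libraries each (18 libraries). Whole reads recovered from the FPKM values amounted to between 9093645 (implanted PBS 2) and 12098371 (implanted cGAMP 3) per library, a 1.33-fold range. The table listed 16248 genes, and 13983 of them were tested. Across genes, the Pearson correlation of log2(FPKM + 1) lay between 0.971 and 0.991 within a group and between 0.823 and 0.969 across groups. Genes are not independent replicates, so these correlations describe the libraries only.

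Principal components separated the 6 groups. The first component held 37.4% of the variance, the second 33.6% and the third 11.9%. On the first component, positions in percent of the range over the 18 libraries were 1.2 ± 1.3 (SD, n = 3) for normal ECs under PBS and 25.1 ± 3.9 (SD, n = 3) under cGAMP. MMTV-PyMT ECs lay at 24.1 ± 2.1 (SD, n = 3) under PBS and at 51.5 ± 2.9 (SD, n = 3) under cGAMP. Implanted ECs lay at 57.3 ± 1.4 (SD, n = 3) and at 95.9 ± 3.6 (SD, n = 3). On the second component, cGAMP moved each tissue to a higher position, from 78.4 ± 2.5 to 95.9 ± 6.4 (SD, n = 3) in normal ECs, from 4.5 ± 5.6 to 32.6 ± 8.9 (SD, n = 3) in MMTV-PyMT ECs and from 38.9 ± 3.4 to 77 ± 11.1 (SD, n = 3) in implanted ECs. The axes rotated when a library was left out. The position of MMTV-PyMT ECs under PBS on the first component went from 2.6 without normal PBS 1 to 96 without implanted cGAMP 1, so single positions are no stable measure. In the plane of both components, the group nearest to cGAMP-treated MMTV-PyMT ECs was PBS-treated implanted ECs, in all of 23 settings. Over all tested genes the nearest group was PBS-treated MMTV-PyMT ECs, with a distance of 0.463 against 0.514 to PBS-treated implanted ECs.

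**Figure D1:**
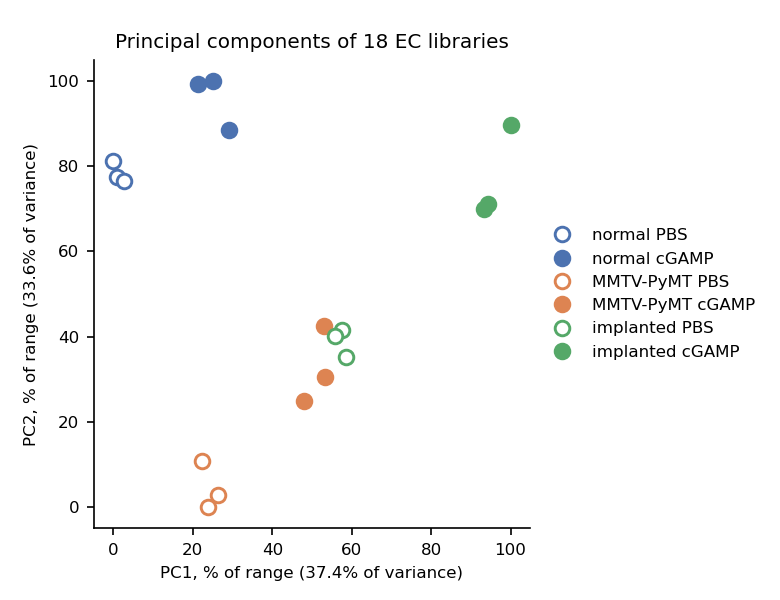
Position of each of the 18 libraries on the first (37.4% of variance) and second (33.6%) principal component, in percent of the range over libraries, with open points for PBS and filled points for cGAMP and 1 colour per tissue. The 3 libraries of each group lie together, and cGAMP-treated libraries lie above and to the right of the PBS-treated libraries of the same tissue.

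The effect of cGAMP was first asked within each tissue. Log2 changes are on the scale of log2(FPKM + 1), which understates the change of genes with low values. In normal ECs 518 genes were called (422 higher and 96 lower), in MMTV-PyMT ECs 358 genes (348 higher and 10 lower) and in implanted ECs 1010 genes (857 higher and 153 lower). The numbers of lower genes were less stable than the totals, with 157 in normal ECs without normal cGAMP 1, and 26 and 17 in MMTV-PyMT ECs without MMTV-PyMT cGAMP 1 and without MMTV-PyMT PBS 2. With a pseudocount of 0.1 they were 304, 37 and 544 in normal, MMTV-PyMT and implanted ECs. With voom on recovered reads they were 341, 56 and 587. The share of called genes that rose was 81.5% in normal, 97.2% in MMTV-PyMT and 84.9% in implanted ECs, against 69.4%, 90.5% and 67.8% with voom. Dropping the fold limit moved these counts most, to 4458, 1676 and 5464 genes with an adjusted p-value under 0.05 (limma with Benjamini-Hochberg adjustment). Of these, 1920 rose and 2538 fell in normal ECs, 1037 rose and 639 fell in MMTV-PyMT ECs, and 2841 rose and 2623 fell in implanted ECs, so the predominance of rises held for changes of at least 2-fold and turned around in normal ECs without that limit. In implanted ECs it also depended on the scaling that the deposited values carry, since with scaling by total reads 55.9% of the called genes rose there, against 79.9% in normal and 92.2% in MMTV-PyMT ECs. The median log2 change of all tested genes was −0.045, −0.037 and −0.014 in normal, MMTV-PyMT and implanted ECs. Scaling by total reads moved it by −0.01, −0.11 and −0.23.

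**Figure D2:**
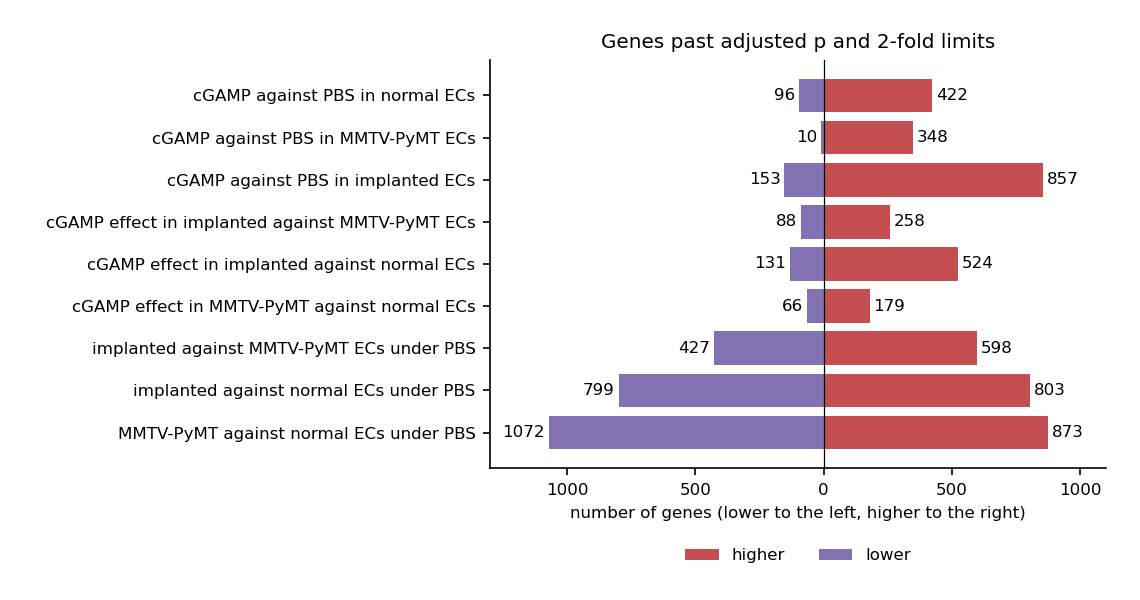
Number of genes past the adjusted p-value and 2-fold limits in each of the 9 comparisons, with genes that were higher drawn to the right and genes that were lower drawn to the left. Under cGAMP most called genes rose in each tissue on the deposited scale, a share that fell to 55.9% in implanted ECs with scaling by total reads, whereas the comparisons under PBS had similar numbers on either side.

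Genes of the interferon response rose most in all 3 tissues. In normal ECs the largest rises were those of Cxcl10 (log2 change 7.67), Oasl1 (7.01), Rsad2 (6.64), Ifit1 (6.58) and Ifit2 (6.29). MMTV-PyMT ECs had the same genes at the top, with Cxcl10 at 7.73, Rsad2 at 7.49, Ifit1 at 7.16, Oasl1 at 6.97 and Ifit2 at 6.95. In implanted ECs the list was Rsad2 (6.96), Ifit2 (6.32), Ifit1bl1 (6.22), Cmpk2 (6.18) and Oasl1 (6.18). The adjusted p-values of these 15 changes lay between 9.84e-13 and 6.94e-11 (limma with Benjamini-Hochberg adjustment). Cxcl10 (ENSMUSG00000034855.13, chromosome 5, 92346638 to 92348889, minus strand, protein-coding) went from 1.07 ± 0.224 to 426 ± 87.2 FPKM (SD, n = 3) in normal ECs, from 0.825 ± 0.326 to 385 ± 51.5 FPKM (SD, n = 3) in MMTV-PyMT ECs and from 18.5 ± 5.6 to 1310 ± 379 FPKM (SD, n = 3) in implanted ECs, where its log2 change was 6.07. Rsad2 (ENSMUSG00000020641.16, chromosome 12, 26442746 to 26456452, minus strand, protein-coding) reached 814 ± 150 FPKM in normal, 748 ± 31.3 FPKM in MMTV-PyMT and 1760 ± 278 FPKM in implanted ECs (SD, n = 3 each).

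Falls were smaller. In normal ECs the largest were those of Csn1s2a (−4.36), Csn2 (−3.23), Gja5 (−2.26), Spp1 (−2.01) and Lao1 (−1.96). Csn1s2a and Csn2 encode milk caseins and their values varied widely between replicates, with Csn2 at 26.5 ± 14.1 FPKM under PBS and 3.85 ± 6.23 FPKM under cGAMP (SD, n = 3). The call of Csn2 was lost in 4 of the fits that left out 1 library, among them the fit without normal cGAMP 3, where its log2 change was −2.66. With voom weights on the recovered reads the calls of Csn2 and Lao1 were lost. In MMTV-PyMT ECs the largest falls were those of Mir6236 (−1.73), Foxi1 (−1.35), Nr4a1 (−1.25), Dusp4 (−1.24) and Zfp395 (−1.13). Mir6236 had at most 74 reads in any library and was not called in any of the 6 fits that left out a library of its comparison, such as −1.61 without MMTV-PyMT PBS 2. In implanted ECs Foxi1 (−2.27), G0s2 (−2.18), Exoc3l2 (−1.8), Klhdc7a (−1.79) and Neurl1b (−1.62) fell most, with adjusted p-values between 1.12e-06 and 0.000197 (limma with Benjamini-Hochberg adjustment). Of 10 epithelial markers 4 passed as lower there and 0 as higher, with log2 changes from −1.29 to 0.16. Under PBS Foxi1, G0s2 and Klhdc7a were higher in MMTV-PyMT than in normal ECs, at 40.1, 48.3 and 41.2 against 6.95, 7.75 and 8.82 FPKM. Exoc3l2 and Neurl1b were lower. Whether these falls took place in ECs or reflect less epithelial RNA was not tested.

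How far the response was common was then asked from 3 comparisons that share no libraries. Of 1264 genes called in any tissue, 217 were higher in all 3 and 1 was lower in all 3. Another 161 were higher and 23 lower in exactly 2 tissues, and 652 were higher and 208 lower in a single tissue. Opposite calls numbered 2. Of the genes called higher, 64.2% of those in normal ECs and 88.8% of those in MMTV-PyMT ECs were also called higher in implanted ECs, while 42.4% of those in implanted ECs were called higher in another tissue. Genes called only in implanted ECs numbered 623, against 210 only in normal and 27 only in MMTV-PyMT ECs. The number shared by all 3 moved most without the fold limit, to 820. Across all tested genes, Spearman's correlation of the log2 changes was 0.40 between normal and MMTV-PyMT ECs, 0.46 between normal and implanted ECs and 0.56 between MMTV-PyMT and implanted ECs. Genes are not independent replicates, and no p-value is attached to these correlations.

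Of the 81 list tests, 33 passed an adjusted p-value of 0.05 (camera in limma with Benjamini-Hochberg adjustment). The kind of test and the way the correlation between genes of a list was taken into account decided how many passed. Camera asks whether the genes of a list changed more than other genes, whereas fry asks whether they changed at all. A pass with fry is therefore not a repeat of the camera result. With fry, which keeps the correlation in the residuals, 37 tests passed and 31 of the 33 were among them. The 2 that did not pass there were the interferon response and the NF-kB targets in the comparison of the cGAMP effect between MMTV-PyMT and normal ECs. With a correlation estimated by camera from 18 libraries only 1 test passed, the interferon response in MMTV-PyMT ECs.

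The interferon response list (Cxcl10, Cxcl9, Isg15, Ccl5, Phf11d, Oasl2, Irgm1 and Irf7) rose in each tissue. Its median log2 change was 3.54 in normal ECs (adjusted p = 2.98e-13), 4.5 in MMTV-PyMT ECs (7.21e-22) and 2.63 in implanted ECs (4.05e-09, camera in limma with Benjamini-Hochberg adjustment). All 8 genes rose in each tissue, with all 3 cGAMP libraries above all 3 PBS libraries, and all 8 passed whether adjusted over all genes or adjusted over the list alone. The largest adjusted p-value over the alternatives came from the estimated correlation, at 0.138 in normal, 0.039 in MMTV-PyMT and 0.187 in implanted ECs. Cxcl9 (ENSMUSG00000029417.9, chromosome 5, 92321347 to 92328079, minus strand, protein-coding) rose from 5.07 ± 2.19 to 73.1 ± 23.6 FPKM in normal ECs, from 2.09 ± 0.305 to 124 ± 36.1 FPKM in MMTV-PyMT ECs and from 235 ± 47.9 to 1540 ± 599 FPKM in implanted ECs (SD, n = 3 each).

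The genes of STING and of tumour necrosis factor were examined in the same way. Tmem173 (ENSMUSG00000024349.10, chromosome 18, 35733679 to 35740554, minus strand, protein-coding) rose by log2 0.64 in normal ECs (adjusted p = 0.00378), by 0.98 in MMTV-PyMT ECs (0.000237) and by 1.15 in implanted ECs (1.26e-05, limma with Benjamini-Hochberg adjustment, higher in 3 of 3 cGAMP libraries in each tissue). Its level under PBS was 17.5 ± 0.689 FPKM in normal, 15.4 ± 2.18 FPKM in MMTV-PyMT and 36.5 ± 3.53 FPKM in implanted ECs (SD, n = 3 each). Tnf (ENSMUSG00000024401.14, chromosome 17, 35199381 to 35202007, minus strand, protein-coding) rose from 2.46 ± 0.133 to 21 ± 0.859 FPKM in normal ECs, from 4.33 ± 1.07 to 38.5 ± 19.5 FPKM in MMTV-PyMT ECs and from 8.98 ± 2.53 to 36.1 ± 9.8 FPKM in implanted ECs (SD, n = 3 each). The log2 changes of Tnf were 2.67 (SE 0.27, adjusted p = 2.52e-06), 2.8 (SE 0.27, 1.4e-06) and 1.9 (SE 0.27, 3.38e-05, limma with Benjamini-Hochberg adjustment), again with 3 of 3 cGAMP libraries higher in each tissue. The cGAMP effect on Tnf differed by −0.9 between implanted and MMTV-PyMT ECs (SE 0.38, adjusted p = 0.143, limma with Benjamini-Hochberg adjustment), which did not pass. For the receptor gene Tnfrsf1a the log2 changes were 0.15 in normal, 0.32 in MMTV-PyMT and −0.05 in implanted ECs. The value in MMTV-PyMT ECs passed (adjusted p = 0.048, limma with Benjamini-Hochberg adjustment), but failed in 14 of the fits that left out 1 library, such as 0.25 without MMTV-PyMT cGAMP 3. The value in implanted ECs turned to 0.02 without implanted PBS 2, and passed as a fall with scaling by total reads and with quantile normalization.

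**Figure D3:**
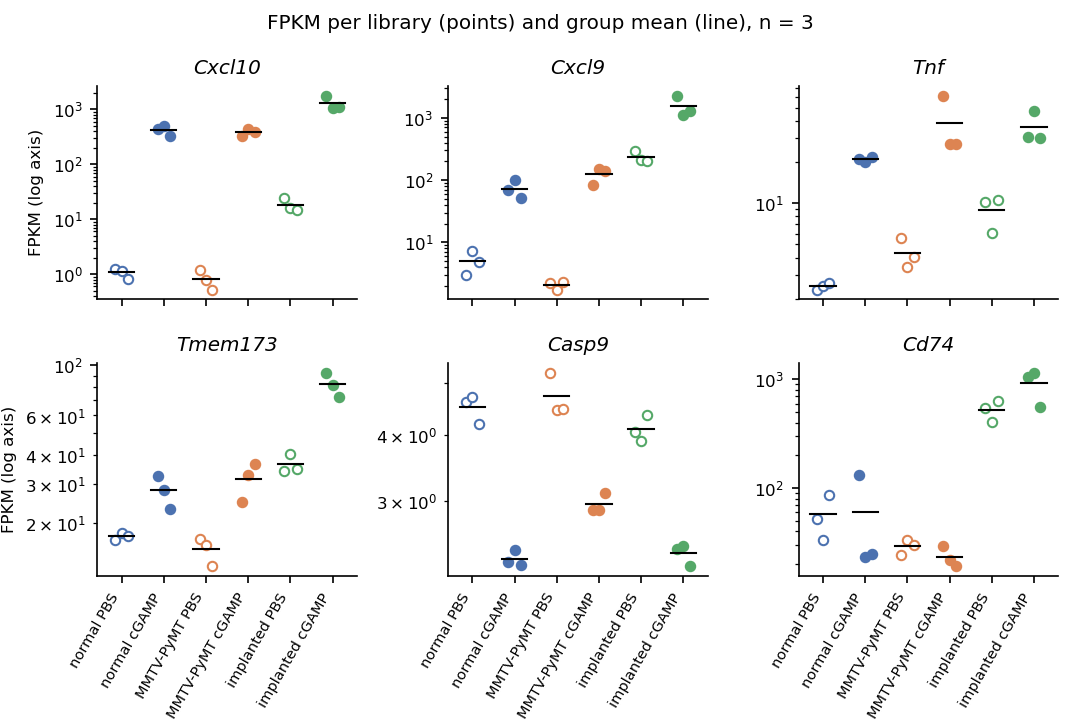
FPKM of 6 genes in each of the 18 libraries on a log axis, with points for libraries, a line for the mean of each group (n = 3), open points for PBS and filled points for cGAMP. Cxcl10, Cxcl9, Tnf and Tmem173 were higher and Casp9 lower in all cGAMP libraries than in the PBS libraries of the same tissue, while Cd74 was at 528 FPKM in implanted ECs under PBS against 29.2 FPKM in MMTV-PyMT ECs.

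Whether apoptosis genes responded was asked with 6 pro-apoptotic genes. These were picked by the study from these libraries, so their list tests are not independent evidence. The median log2 change was 1.01 in implanted ECs (adjusted p = 0.00275, 6 of 6 genes up), 0.16 in MMTV-PyMT ECs (0.0432, 6 of 6 genes up) and 0.26 in normal ECs (0.273, 4 of 6 genes up, camera in limma with Benjamini-Hochberg adjustment). In implanted ECs 5 of the 6 genes passed, both over all genes and adjusted over the list alone. In MMTV-PyMT ECs 2 passed by either adjustment, and in normal ECs 2 passed over all genes and 3 adjusted over the list alone. The call in MMTV-PyMT ECs was lost without any of MMTV-PyMT PBS 1 (median 0.05), MMTV-PyMT PBS 2 or MMTV-PyMT cGAMP 3, and its adjusted p-value reached 0.446 over the alternatives (camera in limma with Benjamini-Hochberg adjustment). With a mean FPKM of at least 5 the call in implanted ECs was lost (median 0.88, adjusted p = 0.0524 by camera in limma with Benjamini-Hochberg adjustment, range over alternatives from 2.35e-06 to 0.251).

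In implanted ECs, Casp8 rose by 1.65 (SE 0.15, adjusted p = 3.77e-07), Apaf1 by 1.17 (SE 0.21, 0.000293) and Bid by 1.13 (SE 0.13, 5.24e-06, limma with Benjamini-Hochberg adjustment), with 3 of 3 cGAMP libraries above the PBS libraries for each. Casp8 went from 26.4 ± 3.8 to 85.8 ± 20.3 FPKM (SD, n = 3). Bak1 changed by 0.43 (adjusted p = 0.0101, limma with Benjamini-Hochberg adjustment), which no longer passed with quantile normalization and with scaling by total reads. Bax changed by 0.02, which did not pass. It took a negative sign under 3 scalings, the lowest −0.28 with scaling by total reads, where it passed as a fall (adjusted p = 0.0336, limma with Benjamini-Hochberg adjustment, range over alternatives from 0.0336 to 0.89), and without implanted PBS 1 (−0.01) or implanted cGAMP 1 (−0.04). In MMTV-PyMT ECs Casp8 rose by 0.6 and Apaf1 by 0.78, and the other 4 genes did not pass. Neither Casp8 nor Apaf1 passed there without MMTV-PyMT cGAMP 2, where the changes were 0.47 and 0.65. In normal ECs Bid rose by 0.57 and Casp8 by 0.43, and Casp8 no longer passed in 8 fits that left out 1 library, such as 0.36 without normal cGAMP 1. Casp9 (ENSMUSG00000028914.13, chromosome 4, 141793612 to 141815976, plus strand, protein-coding) fell in each tissue, by log2 −0.72 in normal (adjusted p = 6.98e-06), −0.53 in MMTV-PyMT (0.000236) and −0.59 in implanted ECs (2.22e-05, limma with Benjamini-Hochberg adjustment), lower in 3 of 3 cGAMP libraries each time.

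The test of the difference itself set implanted against MMTV-PyMT ECs. The cGAMP effect on the pro-apoptotic list was larger in implanted ECs by a median of 0.6 (5 of 6 genes, adjusted p = 0.0102, camera in limma with Benjamini-Hochberg adjustment). It passed for 3 genes, over all genes and adjusted over the list alone, among them Casp8 by 1.05 and Bid by 0.96, with adjusted p-values of 0.00488 and 0.00359 (limma with Benjamini-Hochberg adjustment). Against normal ECs the difference was 0.63 (5 of 6 genes, adjusted p = 0.0113, camera in limma with Benjamini-Hochberg adjustment, 4 genes by either adjustment). Between MMTV-PyMT and normal ECs it was 0.16 and did not pass (adjusted p = 0.735, camera in limma with Benjamini-Hochberg adjustment). Genes past the threshold there numbered 0, over all genes and adjusted over the list alone, while the list itself had an unadjusted p-value of 0.626 by camera. Both differences that passed were lost with a mean FPKM of at least 5 and with quantile normalization, where the difference between implanted and MMTV-PyMT ECs was 0.33.

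Targets of the transcription factor NF-kB, which acts below the tumour necrosis factor receptor, rose in each tissue. The median log2 change of the 18 genes was 0.78 in normal ECs (16 genes up, adjusted p = 3.97e-08), 1.2 in MMTV-PyMT ECs (17 up, 3.75e-17) and 1.16 in implanted ECs (17 up, 6.33e-10, camera in limma with Benjamini-Hochberg adjustment). Genes that passed upward numbered 14, 15 and 15 over all genes and 14, 16 and 16 adjusted over the list alone. The estimated correlation gave the largest adjusted p-values, 0.308, 0.187 and 0.296 (camera in limma with Benjamini-Hochberg adjustment). The 18 PI3K-AKT-mTOR genes are components of a pathway of EC survival and not its transcriptional targets, so this list does not measure the activity of the pathway. Their median log2 changes were −0.08 in normal, 0 in MMTV-PyMT and −0.09 in implanted ECs, with adjusted p-values of 0.619, 0.954 and 0.689 (camera in limma with Benjamini-Hochberg adjustment). The cGAMP effect on this list differed by −0.02 between implanted and MMTV-PyMT ECs (adjusted p = 0.689, camera in limma with Benjamini-Hochberg adjustment). In normal ECs fry gave an adjusted p-value of 0.0235 for this list (limma with Benjamini-Hochberg adjustment, range over alternatives from 0.0235 to 0.758), with 13 of 18 genes lower. Under PBS the list differed by −0.07 between implanted and MMTV-PyMT ECs, by −0.03 between implanted and normal ECs and by 0.12 between MMTV-PyMT and normal ECs, and passed in none of these by camera. With fry the difference between implanted and normal ECs passed (adjusted p = 0.0159, limma with Benjamini-Hochberg adjustment, against 0.939 by camera with the preset and 0.955 with the estimated correlation), with 8 genes higher and 10 lower. Between implanted and MMTV-PyMT ECs 5 genes passed upward and 6 downward over all genes, and 5 and 7 adjusted over the list alone, so a median near 0 hides changes in both directions.

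**Figure D4:**
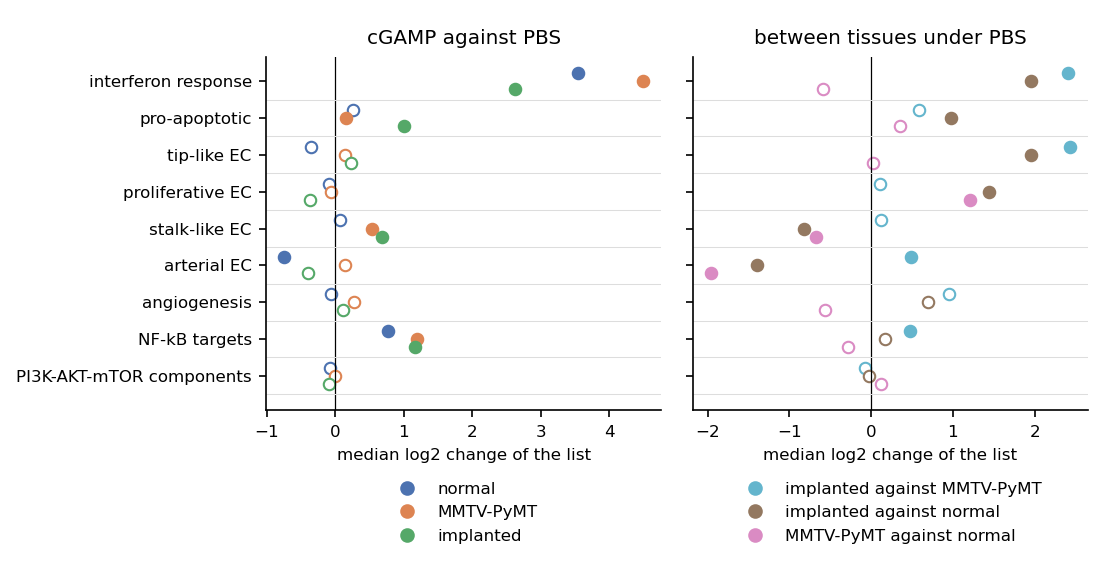
Median log2 change of each of the 9 gene lists for cGAMP against PBS in 3 tissues (left) and between tissues under PBS (right), with filled points for an adjusted p-value under 0.05 (camera in limma with Benjamini-Hochberg adjustment) and open points for the rest. Under cGAMP the interferon response list moved most (3.54, 4.5 and 2.63), and under PBS the tip-like EC list stood at 2.43 in implanted against MMTV-PyMT ECs.

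Tissues were then compared under PBS to describe the ECs before STING activation. Implanted and MMTV-PyMT ECs differed in 1025 genes (598 higher and 427 lower in implanted ECs), implanted and normal ECs in 1602 (803 higher and 799 lower) and MMTV-PyMT and normal ECs in 1945 (873 higher and 1072 lower). Without the fold limit these were 6361, 6804 and 7894 genes. Scaling by total reads moved the share that was higher from 58.3% to 43.8% for implanted against MMTV-PyMT ECs and from 50.1% to 37.5% for implanted against normal ECs, and moved the median log2 difference of all genes by −0.12 and −0.14. Cxcl9 stood out in implanted ECs, with a log2 difference of 6.24 to MMTV-PyMT ECs (SE 0.31, adjusted p = 1.9e-09) and 5.32 to normal ECs (SE 0.31, adjusted p = 2e-09, limma with Benjamini-Hochberg adjustment). Against MMTV-PyMT ECs it was followed by Klk10 (4.95), Serpina3f (4.93), Serpina3g (4.76) and Cd74 (4.12), and the largest negative differences were those of Scgb2b27 (−4.73), Car6 (−3.75), Chil1 (−3.62), Atp2a3 (−3.39) and Apoc1 (−3.22). Against normal ECs it was followed by Igfbp3 (4.89), Serpina3f (4.39), Wap (4.1) and Ms4a6d (3.96), and Cytl1 (−5.05), Atp2a3 (−4.64), Areg (−4.44), Myh11 (−4.12) and Tmem56 (−4.12) were lower.

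In MMTV-PyMT against normal ECs the largest differences were those of Car6 (7.1), Scgb2b27 (7.08), Car12 (4.83), Saa1 (4.58) and Gjb2 (4.41), with Cytl1 (−4.17), H2-M9 (−4.16), Gja5 (−3.96), Myh11 (−3.9) and Areg (−3.79) on the other side. Scgb2b27 had at most 4 reads in the normal PBS libraries, Car6 at most 6 and Saa1 at most 22, so the sizes of these differences are set by the pseudocount. Many of the genes higher in MMTV-PyMT ECs had a positive correlation, of any size, with epithelial marker genes within groups (87.4% of 866 genes, against 45.2% of 13107 other genes). This is a limit on reading them as EC genes. Cd74 (ENSMUSG00000024610.15, chromosome 18, 60803848 to 60812652, plus strand, protein-coding) was at 528 ± 111 FPKM in implanted, 29.2 ± 4.63 FPKM in MMTV-PyMT and 57.4 ± 27.2 FPKM in normal ECs (SD, n = 3 each).

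The EC subtype and angiogenesis lists had been displayed by the study in these libraries, so their tests under PBS are not independent evidence. Tip-like EC genes were higher in implanted ECs, by a median of 2.43 against MMTV-PyMT ECs (adjusted p = 1.77e-08) and 1.95 against normal ECs (2.37e-06, camera in limma with Benjamini-Hochberg adjustment), with 10 of 10 genes higher and 10 passing by either adjustment. Between MMTV-PyMT and normal ECs this list differed by 0.02 (adjusted p = 0.704, camera in limma with Benjamini-Hochberg adjustment), a value whose sign changed without MMTV-PyMT PBS 2 (−0.08). Proliferative EC genes were higher than in normal ECs in both tumours, by 1.44 in implanted (adjusted p = 0.000116) and 1.21 in MMTV-PyMT ECs (0.00145, camera in limma with Benjamini-Hochberg adjustment), with 10 of 10 genes passing by either adjustment. Between the tumours they differed by 0.11 (adjusted p = 0.492, camera in limma with Benjamini-Hochberg adjustment), which went to 0 without implanted PBS 2. Stalk-like EC genes were lower than in normal ECs, by −0.82 in implanted (8 of 10 genes lower, adjusted p = 0.0031, 6 passing by either adjustment) and −0.68 in MMTV-PyMT ECs (10 of 10 lower, 0.00199, 7 passing by either adjustment, camera in limma with Benjamini-Hochberg adjustment). Between the tumours they differed by 0.12 (adjusted p = 0.954, camera in limma with Benjamini-Hochberg adjustment), with −0.06 without implanted PBS 2.

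Arterial EC genes were lower than in normal ECs by −1.4 in implanted (7 of 10 genes lower, adjusted p = 0.0084, 7 passing downward by either adjustment) and by −1.96 in MMTV-PyMT ECs (10 of 10 lower, 1.58e-05, 9 by either adjustment, camera in limma with Benjamini-Hochberg adjustment). They were higher in implanted than in MMTV-PyMT ECs by 0.49 (10 of 10, adjusted p = 0.00334, camera in limma with Benjamini-Hochberg adjustment), with 5 passing over all genes and 6 adjusted over the list alone. For the 5 angiogenesis genes the median differences were 0.95 in implanted against MMTV-PyMT ECs, 0.69 in implanted against normal ECs and −0.56 in MMTV-PyMT against normal ECs, with adjusted p-values of 0.224, 0.884 and 0.0591 (camera in limma with Benjamini-Hochberg adjustment). In both comparisons with implanted ECs 3 of the 5 passed upward and 2 downward, so a median says little there. Interferon response genes were already higher in implanted ECs under PBS, by 2.41 against MMTV-PyMT ECs (8 of 8 genes, adjusted p = 6.72e-08) and by 1.96 against normal ECs (8 of 8, 6e-05, camera in limma with Benjamini-Hochberg adjustment), with 8 and 7 genes passing by either adjustment. MMTV-PyMT and normal ECs differed by −0.59, which did not pass (7 of 8 genes lower, adjusted p = 0.14, camera in limma with Benjamini-Hochberg adjustment, 4 passing downward by either adjustment). Under PBS the pro-apoptotic list was higher by 0.98 in implanted than in normal ECs (6 of 6 genes, adjusted p = 0.0022, camera in limma with Benjamini-Hochberg adjustment, 5 passing by either adjustment), and by 0.59 in implanted than in MMTV-PyMT ECs, which did not pass (5 of 6 genes, adjusted p = 0.052, camera in limma with Benjamini-Hochberg adjustment). In the latter comparison 4 genes passed upward over all genes and 5 adjusted over the list alone. Bid passed downward there by either adjustment (−0.52). Between MMTV-PyMT and normal ECs the list differed by 0.35 (5 of 6 genes, adjusted p = 0.132, camera in limma with Benjamini-Hochberg adjustment, 3 passing upward and 1 downward by either adjustment). With fry both of these passed, with adjusted p-values of 0.000226 and 5.8e-05 (limma with Benjamini-Hochberg adjustment), against 0.457 and 0.51 with the estimated correlation. NF-kB targets were higher by 0.48 in implanted than in MMTV-PyMT ECs (14 of 18 genes, adjusted p = 0.00661, camera in limma with Benjamini-Hochberg adjustment, 10 passing upward by either adjustment). They differed by 0.17 between implanted and normal ECs (11 of 18 genes higher, adjusted p = 0.492, 8 passing upward and 3 downward by either adjustment) and by −0.28 between MMTV-PyMT and normal ECs (13 of 18 lower, 0.141, camera in limma with Benjamini-Hochberg adjustment, 8 passing downward and 2 upward by either adjustment), and the list passed in neither.

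Under cGAMP, stalk-like EC genes rose in both tumours, by 0.54 in MMTV-PyMT (10 of 10 genes, adjusted p = 1.71e-05) and 0.69 in implanted ECs (10 of 10, 0.00133, camera in limma with Benjamini-Hochberg adjustment). Genes that passed numbered 5 and 7 over all genes and 6 and 8 adjusted over the list alone. In normal ECs the change was 0.07 (adjusted p = 0.619, camera in limma with Benjamini-Hochberg adjustment). There 3 stalk-like genes passed upward and 3 downward over all genes, and 4 and 3 adjusted over the list alone, so this median says little. Icam1 belongs to this list and to the NF-kB targets, and rose from 20.6 ± 2.89 to 144 ± 43 FPKM (SD, n = 3) in implanted ECs. Arterial EC genes fell in normal ECs by a median of −0.74 (7 of 10 genes, adjusted p = 0.0191, camera in limma with Benjamini-Hochberg adjustment, 6 passing downward by either adjustment), but changed by 0.14 and −0.39 in MMTV-PyMT and implanted ECs and passed in neither. Neither tip-like EC genes (−0.35, 0.15 and 0.24 in normal, MMTV-PyMT and implanted ECs) nor proliferative EC genes (−0.09, −0.06 and −0.37) nor angiogenesis genes (−0.06, 0.27 and 0.12) passed in any tissue. In implanted ECs 4 tip-like genes passed upward and 4 downward by either adjustment, so their median says little. There 10 of 10 proliferative genes were lower (adjusted p = 0.0795, camera in limma with Benjamini-Hochberg adjustment), 2 of which passed by either adjustment.

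The difference in the cGAMP effect between tissues was tested for all genes. It was past the limits for 346 genes between implanted and MMTV-PyMT ECs (258 with a larger and 88 with a smaller log2 change in implanted ECs), for 655 genes between implanted and normal ECs (524 larger and 131 smaller) and for 245 genes between MMTV-PyMT and normal ECs (179 larger and 66 smaller). Without the fold limit these were 1546, 2602 and 1171 genes. The predominance of larger changes depended on the settings. With a pseudocount of 0.1 the shares of larger changes were 60.2%, 67.6% and 72.5% for these pairs of tissues in the same order. With voom on recovered reads they were 58.5%, 67.2% and 71.4%. The scaling moved them further. With scaling by total reads the share of larger changes was 47.5% between implanted and MMTV-PyMT ECs against 74.6% on the deposited scale, 40.1% between implanted and normal ECs against 80% and 52.5% between MMTV-PyMT and normal ECs against 73.1%. The median difference of all genes moved by −0.13, −0.23 and −0.1. Ifit1bl1 (2.77), Ido1 (2.7) and Il15 (2.63) had the largest positive differences between implanted and MMTV-PyMT ECs, and Cxcl9 (−2.64), Iigp1 (−2.64) and Igtp (−2.43) the largest negative ones. Their adjusted p-values lay between 1.21e-05 and 0.00109 (limma with Benjamini-Hochberg adjustment). Il15 (ENSMUSG00000031712.10, chromosome 8, 82331632 to 82403222, minus strand, protein-coding) rose from 4.04 ± 0.677 to 59 ± 21.7 FPKM in implanted ECs and from 2.3 ± 0.27 to 5.2 ± 1.16 FPKM in MMTV-PyMT ECs (SD, n = 3 each). The difference of Ifit1bl1, which had at most 8 reads in the PBS libraries of MMTV-PyMT ECs, did not pass with voom weights on the recovered reads (1.71, adjusted p = 0.295 by limma with Benjamini-Hochberg adjustment, range over alternatives from 5.86e-05 to 0.295).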

Values the study reported

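In the study, intratumoural cGAMP led to apoptosis of 37% of tumour ECs and 47% of whole tumour cells in implanted breast tumours, with growth suppressed by 91%. In 4T1 tumours the corresponding values were 48%, 38% and 81%.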

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

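The comparison of the cGAMP effect between tissues was fixed beforehand, as were fry, the estimated correlation, quantile normalization and leaving out single libraries. The other tests in this part were chosen after the results were seen. Each result here was singled out because the effect of cGAMP differed between 2 tissues by a test of the difference itself.

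The effect of cGAMP differed between tissues for 346 genes (implanted against MMTV-PyMT ECs), 655 genes (implanted against normal ECs) and 245 genes (MMTV-PyMT against normal ECs). When libraries were exchanged between the 2 tissues within each treatment, 5, 6 and 14 of 100 splits gave as many genes, the real split included. This share is not under 0.05 in any of the 3. In splits that exchanged at least 2 libraries more under 1 treatment than under the other, the difference between the tissues itself enters the result, and 3 of 4, 5 of 5 and 11 of 11 such splits gave as many genes. Once the mean effects of tissue and treatment had been removed, 1 of 100 splits gave as many genes in each of the 3 comparisons, which was the real split. That argues against an accidental arrangement of libraries for the gene counts. List tests fared differently. As many lists passed in 80, 56 and 28 of 100 splits, and in 71, 31 and 48 of 100 splits after removal of the mean effects, but these splits keep part of the real differences, so the count of lists decides little.

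For the 346 genes, technical trends of the libraries were weighed. With the GC trend of each library removed 314 of them were still called, with reads thinned to a common depth 321, and with scaling by total reads 230. Neither GC content nor depth nor the scaling can be the whole cause of the set. The excess of larger changes in implanted ECs (74.6%) is another matter, and the share was 60.2% with a pseudocount of 0.1. With scaling by total reads 47.5% were larger, and because no measure of RNA per cell was used here, a general increase of transcript levels and an effect of the scaling cannot be told apart. Leukocyte RNA in 1 library was weighed as well. All 7 leukocyte markers analysed were highest in implanted cGAMP 2, and their median change in implanted ECs was 0.76, against 0.26 without this library. Of the 258 genes with a larger response in implanted ECs, 224 were still called without implanted cGAMP 2, which argues against this library as their source. For the other 34 genes leukocyte RNA and a loss of power with 1 library fewer cannot be told apart. A difference between the tumour types themselves stays open and untested.

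The interferon response list rose less in implanted than in MMTV-PyMT ECs, by a median of −1.13 (7 of 8 genes). A candidate explanation is the higher level of these genes in implanted ECs before cGAMP. Under cGAMP the list was still higher in implanted ECs, by a median of 1.54 (8 of 8 genes), so the smaller rise did not go with a lower final level. For all genes with a smaller response in implanted ECs the starting level stays open. Genes chosen for a smaller response tend to start higher by the way the difference is computed, so a median of 0.52 for 111 such genes in held-out PBS libraries decides nothing. Under cGAMP these 111 genes differed by a median of −0.32, with 27 higher in implanted ECs, unlike the interferon list. The way the genes were chosen bears on this value too. Between MMTV-PyMT and normal ECs the interferon list differed by 0.71, a difference that fry did not pass (adjusted p = 0.0585 by limma with Benjamini-Hochberg adjustment, against 0.0102 by camera).

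The pro-apoptotic list had a larger response in implanted ECs, by 0.6 against MMTV-PyMT ECs and by 0.63 against normal ECs. These genes were picked from these libraries for being high in this group, so the test is not independent evidence. With quantile normalization the differences were 0.33 and 0.39 and neither passed. The stalk-like EC list differed by 1.02 (implanted against normal ECs) and 0.72 (MMTV-PyMT against normal ECs), and the arterial EC list by 0.68 (MMTV-PyMT against normal ECs). All 3 passed with fry and failed with an estimated correlation. NF-kB targets differed by 0.56 between implanted and normal ECs, with 0.37 without implanted cGAMP 1, and by 0.45 between MMTV-PyMT and normal ECs. The last difference was lost in 6 of the fits that left out 1 library, such as 0.33 without MMTV-PyMT PBS 3, and failed with fry. Tissue differences in these responses remain a hypothesis.

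Of the single genes, Ifit1bl1 (2.77), Ido1 (2.7) and Il15 (2.63) had a larger log2 change in implanted than in MMTV-PyMT ECs. Cxcl9 (−2.64), Iigp1 (−2.64) and Igtp (−2.43) rose less in implanted ECs. Ido1 did not rise in MMTV-PyMT ECs, at 0.705 ± 0.429 FPKM under PBS and 0.513 ± 0.138 FPKM under cGAMP (SD, n = 3 each). It had at most 28 and 11 reads in these groups. Reads shared between paralogs were weighed for Ifit1bl1. Its close relative Ifit1 differed in the opposite direction (−1.84), which argues against reads of Ifit1 as the source of the larger rise. The 3 genes with a smaller rise were higher in implanted ECs under PBS, at 235 against 2.09 FPKM for Cxcl9, 91.8 against 10.2 FPKM for Iigp1 and 107 against 6.28 FPKM for Igtp. They were also higher under cGAMP, at 1540 against 124, 363 against 277 and 613 against 225 FPKM. A biological difference between tumours that were implanted and tumours that arose in place stays open for all 6 genes.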

How the results depend on the processing

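The limits for a call moved the counts of genes most. Without the fold limit they were 4458, 1676 and 5464 (cGAMP against PBS in normal, MMTV-PyMT and implanted ECs), 1546, 2602 and 1171 (effect of cGAMP in implanted against MMTV-PyMT, implanted against normal and MMTV-PyMT against normal ECs) and 6361, 6804 and 7894 (the same pairs under PBS), and 820 genes were shared by all tissues. A pseudocount of 0.1 gave 1039, 600 and 1768 genes for the treatment comparisons, 540 for the effect in implanted against MMTV-PyMT ECs and 378 for that in MMTV-PyMT against normal ECs, and 1974, 2520 and 3220 under PBS. With voom on recovered reads these were 1115, 592 and 1823, then 402 for the effect in MMTV-PyMT against normal ECs, and 2032, 2581 and 3314. A pseudocount of 1 shrinks changes of genes with low values, so that fewer pass the fold limit. A mean FPKM of at least 5, which tests fewer genes, gave 222 for the effect in implanted against MMTV-PyMT ECs and 673, 958 and 1111 under PBS. All other alternatives gave counts within 1.5 times of the reported ones.

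Fits that left out 1 library gave 486 to 600 genes for normal ECs, 334 to 421 for MMTV-PyMT ECs and 892 to 1162 for implanted ECs. The effect of cGAMP differed in 299 to 437, 588 to 825 and 179 to 313 genes, and tissues under PBS in 944 to 1119, 1538 to 1659 and 1845 to 2093. List tests that passed numbered 32 to 39, and genes shared by all tissues 212 to 229. With the replicate number as a block the 9 counts were 517, 356, 1008, 340, 644, 229, 1025, 1598 and 1943. There was no sign of such blocks, since deviations from the group means correlated by a median of −0.013 over 45 pairs of libraries with the same number, against 0.01 over 90 other pairs.

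An inter-gene correlation estimated by camera left 1 list test past the threshold. The medians do not depend on it, but 32 list results lost their call, among them interferon response in normal (3.54) and implanted ECs (2.63) and in the difference between the tumours (−1.13); NF-kB targets (0.78, 1.2 and 1.16 in normal, MMTV-PyMT and implanted ECs); pro-apoptotic genes in MMTV-PyMT (0.16) and implanted ECs (1.01) and between these (0.6). Under PBS it was tip-like (2.43) and arterial genes (0.49) in implanted against MMTV-PyMT ECs, tip-like (1.95), proliferative (1.44), stalk-like (−0.82) and arterial genes (−1.4) in implanted against normal ECs, and proliferative (1.21), stalk-like (−0.68) and arterial genes (−1.96) in MMTV-PyMT against normal ECs. This setting penalises lists whose genes move together.

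A mean FPKM of at least 5 lost the call of 10 list results, among them the pro-apoptotic list in MMTV-PyMT (0.15) and implanted ECs (0.88) and between them (0.39) and the proliferative list in implanted (1.4) and MMTV-PyMT (1.37) against normal ECs under PBS. The proliferative list between the tumours reversed (−0.05). Scaling by total reads lost the pro-apoptotic call in MMTV-PyMT ECs (0.04) and reversed the PI3K-AKT-mTOR list in MMTV-PyMT ECs (−0.12), the proliferative (−0.01) and stalk-like lists (−0.02) between the tumours under PBS and Bax in implanted ECs (−0.28). Quantile normalization lost 5 list calls, among them the pro-apoptotic difference between the tumours (0.33), gave angiogenesis in MMTV-PyMT against normal ECs a call (−0.69) and reversed the PI3K-AKT-mTOR list in MMTV-PyMT ECs (−0.01), the NF-kB difference between the tumours (−0.04), stalk-like genes between the tumours (0) and Bax (−0.19). Upper-quartile scaling reversed the PI3K-AKT-mTOR list in MMTV-PyMT ECs (−0.01), tip-like genes in MMTV-PyMT against normal ECs (−0.04) and Bax (−0.08). Removal of the GC trend reversed tip-like genes there (−0.01), Tnfrsf1a in implanted ECs (0.01) and the difference of Bax between the tumours (0.03), and thinned reads reversed tip-like genes (−0.02). A call was gained with fry for the PI3K-AKT-mTOR list in normal ECs (−0.08) and in implanted against normal ECs under PBS (−0.03), for the pro-apoptotic list under PBS in implanted against MMTV-PyMT (0.59) and MMTV-PyMT against normal ECs (0.35), and for angiogenesis under PBS in implanted against MMTV-PyMT (0.95) and MMTV-PyMT against normal ECs (−0.56), and for the last also with only the groups compared. For these changes the cause was not tested.

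Across the fits that each left out 1 library, the ranges of lists that changed were 0.05 to 0.31 for the pro-apoptotic and −0.03 to 0.01 for the PI3K-AKT-mTOR list in MMTV-PyMT ECs, 0.16 to 0.43 for the NF-kB difference between the tumours, 0 to 0.2 for proliferative and −0.06 to 0.22 for stalk-like genes between the tumours, and −0.08 to 0.11 for tip-like and −0.62 to −0.48 for angiogenesis genes in MMTV-PyMT against normal ECs. For genes that reversed they were −0.15 to 0.02 (Tnfrsf1a, implanted), −0.7 to 0.33 (Irf7, difference between the tumours) and −0.04 to 0.11 (Bax, implanted). Of 129 gene results 111 changed neither direction nor side of the threshold in any alternative or leave-out, and of 44 list results 4, mostly owing to the estimated correlation. Of 12 component positions 1 stayed within its spread. Depth limits genes with few reads. The log2 changes of Scgb2b27 and Ifit1bl1 depend on the pseudocount, and the call of Mir6236 rests on at most 74 reads per library.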

Other observations

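The fits that left out 1 library were fixed beforehand. Their use here and the other tests in this part were chosen after the results were seen. In each of the 6 comparisons of 3 against 3 libraries, 1 of the 10 splits of the 6 libraries gave as many genes, which was the real split. The other splits gave at most 1 gene, against 358 to 1945 genes for the real ones. A share under 0.1 cannot occur with 10 splits, and splits that mix the groups also widen the spread within each side, so for the gene counts an accidental grouping and a real effect cannot be told apart by this test. As many lists passed in 6 of the 10 splits for cGAMP in normal ECs, 7 in MMTV-PyMT ECs and 3 in implanted ECs, and under PBS in 4 (implanted against MMTV-PyMT), 1 (implanted against normal) and 6 (MMTV-PyMT against normal). The other splits keep part of the real difference, which lists with a strong effect can pass on, so the count of lists says nothing about an accidental grouping.

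Marker lists were described without a test. For cGAMP against PBS in normal, MMTV-PyMT and implanted ECs the median log2 changes were −0.15, 0.28 and 0.22 for endothelial markers (8 genes), −0.47, −0.03 and 0.76 for leukocyte markers (7 of 10 analysed), −0.13, −0.26 and −0.33 for epithelial markers (10), −0.25, −0.02 and 0.55 for mesenchymal markers (8), −0.04, 0.34 and 0.24 for lymphatic markers (3 of 5) and 0.04, 0.72 and 0.14 for erythroid markers (4 of 5). Dissociation stress genes (10) changed by −0.34, −0.05 and 0.2, and circadian genes (11) by −0.18, −0.19 and −0.31. Of the sex genes 1 of 5 was analysed (Xist, 0.38, 0.35 and 0.5), and of the adipocyte markers 0 of 6. The leukocyte median in implanted ECs was 0.26 without implanted cGAMP 2.

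Under PBS the medians in implanted against MMTV-PyMT, implanted against normal and MMTV-PyMT against normal ECs were 0.69, 0.46 and −0.33 for endothelial, 0.47, 0.02 and −0.53 for leukocyte, −0.94, 0.56 and 1.63 for epithelial, 0.05, −0.95 and −0.14 for mesenchymal, 0.56, −0.77 and −1.01 for lymphatic and −0.69, −1.38 and −0.69 for erythroid markers. Dissociation stress genes differed by −0.65, −0.99 and −0.28 and circadian genes by −0.4, −0.96 and −0.52. Collection times of day were not used here, so tissue differences in circadian genes and in the time of collection are confounded.

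Leukocyte markers differed between replicates. In implanted cGAMP 2, Lyz2 was at 152 FPKM against 38.3 and 31.8 in the other two libraries, Csf1r at 20.1 against 3.17 and 2.43, and Ptprc at 9.24 against 1.8 and 1.7. In normal cGAMP 1, 6 of 7 markers were highest, with Ptprc at 9.73 against 0.903 and 0.985 FPKM. Of the 857 genes called higher in implanted ECs, 794 were still called without implanted cGAMP 2. Whether the rise of Tnf could come from leukocytes was weighed. In normal ECs the median change of the leukocyte markers was −0.47, with log2 changes from −0.76 to 0.56, and 0 of 7 passed either way. Tnf rose by 2.67, which argues against a larger share of leukocyte RNA as the source of the whole rise. In implanted ECs Tnf rose by 1.69 without implanted cGAMP 2, which argues against this library as the source. A change of Tnf inside leukocytes already present stays open. From implanted lung tumours in mice without STING in myeloid cells, the study proposes tumour-associated myeloid cells as the main source of TNFα protein.

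Genes that cGAMP raised in normal ECs were already higher in implanted than in MMTV-PyMT ECs under PBS. For these 422 genes the median difference was 0.53, with 83.2% higher (117 called higher and 10 lower). It was 0.48 in implanted against normal ECs (78.7% higher) and −0.11 in MMTV-PyMT against normal ECs (41.7% higher). The first comparison shares no library with the one that chose the genes, while the other two share the normal PBS libraries. Of 10000 random lists matched for expression level, 0 had a median as high, and most random medians lay between −0.07 and 0.04. This argues against expression level of the genes as the cause. With scaling by total reads the median of the 422 genes was 0.42, which argues against the scaling. A candidate explanation is an interferon-like state of implanted ECs before treatment. This is a hypothesis, since the pattern was noticed in these data and other cell types in the sorted fraction were tested only as below. In separate single-cell data the study compared implanted with spontaneous tumours under PBS. It reported enrichment of genes of the response to cytokines and interferon-γ in every EC cluster of the implanted tumours.

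Cd74, an MHC class II gene, was among the largest differences in implanted against MMTV-PyMT ECs under PBS. Ciita, H2-Aa and H2-Ab1, chosen after their values were seen, went the same way, with Ciita at 4.75, 3.03 and 3.94 FPKM in implanted and 0.735, 0.59 and 0.603 FPKM in MMTV-PyMT ECs. If leukocytes like those in implanted cGAMP 2 brought the excess of 498 FPKM of Cd74, Ptprc would be needed at 10.7 FPKM and Lyz2 at 167 FPKM. By the ratios of normal cGAMP 1 the needed values were 41.1 and 91.2 FPKM. Observed were 0.808 FPKM for Ptprc (at most 1.09) and 33.3 FPKM for Lyz2 (at most 49.6). This argues against leukocyte RNA as the source of the whole excess, and expression by ECs or by another cell type stays open.

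Genes higher in MMTV-PyMT than in normal ECs under PBS may come in part from tumour epithelium. Within groups, 87.4% of 866 such genes had a positive correlation, of any size, with the mean of 8 epithelial markers, against 45.2% of 13107 other genes. The difference was 42.2 percentage points (permutation p = 0.00699 over 1000 shuffles, which can give 0.000999 at the lowest). The median correlations were 0.56 and −0.07. Epcam was at 54.2 to 68.5 FPKM in normal and 186 to 213 FPKM in MMTV-PyMT ECs under PBS. Epithelial RNA is thus a candidate source for some of these genes, and which of them are expressed by ECs was not tested. Milk protein genes varied between replicates, with Csn2 at 0.598, 22.6 and 7.1 FPKM in the 3 MMTV-PyMT PBS libraries.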
